A study of Mus musculus with 8 samples.

How the data were processed

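Gene expression was measured by RNA sequencing of ventricular heart tissue from mouse (Mus musculus) embryos at embryonic day 11.5. Per the labels, 4 libraries came from conditional knockout embryos (cKO), in which floxed copies of Rps19bp1 were removed by Cre recombinase driven by Xmlc2 in cardiomyocytes, and 4 libraries came from control embryos. Groups were taken from the sample labels and replicate numbers from the sample titles. All 8 libraries carry the same batch label, so no batch could be compared. The labels contradict each other in several places. The genotype field names a wild-type strain for all 8 libraries, while the treatment field and the titles give the knockout. The extraction text speaks of cultured cortical neurons, a column kit and depletion of ribosomal RNA, while the series text speaks of dissected ventricles, TRIzol and a stranded poly(A) mRNA kit. The texts also name different sequencers.

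The deposited table holds values the authors named TPM, a unit that by definition divides reads by transcript length and scales each library to the same total. Each of the 8 columns summed to 1000000 over 52778 rows. The aligner, the counting tool, the annotation and the use of strand in counting are not named per the labels or the file header. Row names give a symbol, chromosome, strand, start and end. Of 49630 rows whose symbol and chromosome were found in the RefSeq gene table of GRCm38.p6, 49629 had the same start and end there, so coordinates are given on GRCm38 as the table lists them. Rows of alternate and unplaced scaffolds are listed separately, and 2058 symbols stand on more than 1 row. The mitochondrial rows were named by exact position in the GENCODE M21 annotation. TPM keeps no depth, so the depth of each library is unknown from this table and no counting error or detection floor could be given. The precision stated is that between replicate libraries.

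Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1. Rows with a mean TPM of at least 1 over all 8 libraries were tested, which left 15541 rows. A linear model with group as the only term was fitted with lmFit and eBayes with a mean-variance trend, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all tested rows. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. For single values an exact two-sided permutation test over the 70 assignments of 8 libraries to groups of 4 was used, and the smallest p-value it can give is 0.0286. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 18 lists, with fry and with camera at an estimated correlation beside it. The lists were p53 targets, integrated stress response, cytosolic ribosomal proteins, small-subunit and large-subunit ribosome biogenesis factors, cardiomyocyte, trabecular, endocardial and endothelial, epicardial, mesenchymal, erythroid and macrophage genes, G1/S and G2/M genes, nuclear oxidative phosphorylation, mitochondrially encoded, glycolysis and hypoxia response genes. A list of 20 neuronal genes served only to check the tissue. A list score is the mean log2(TPM + 1) of its tested members in a library. Older symbols were matched through the synonyms of the RefSeq table.

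The groups, the tests of the comparison between groups, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Among the alternatives, the removal of a trend with GC content and length was chosen after seeing the data. The tests of explanations were chosen later, some of them after the result was seen, as stated beside them. Named genes were Rps19bp1, the 6 genes with the largest higher and the 6 with the largest lower fitted change among genes with an adjusted p under 0.05 whose groups did not overlap (predicted genes with Gm, Rik or pseudogene symbols were left out), the 3 members with the smallest p of each list past its threshold, Sirt1, Rps19 and Trp53, the tested genes on either side of Rps19bp1, and genes that check tissue, library type and sex.

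The alternatives changed 1 choice at a time. They were a pseudocount of 0.1 or 5, no filter on low values, a mean TPM of at least 5, quantile normalization, median-ratio scaling, rescaling without mitochondrial and globin genes, eBayes without a trend, array weights, a block for the replicate number, a Y-linked or an erythroid score as a covariate, removal of each library's trend with GC content and transcript length (natural splines with 4 degrees of freedom each), and leaving out each library in turn. GC content and length were known for 94.3% of tested rows. The procedure was tested on simulated data for the 15541 genes with 200 of them changed. It recovered 95% of the genes changed by 1.5 and 95% of those changed by 0.75 on the log2 scale, 3.06% of its calls were false, and it made 0 calls when no gene was changed. The simulated noise was independent between genes, and its spread followed the mean level alone. Correlation between genes was not simulated, and the median absolute change of the real calls was smaller, at 0.34. These rates therefore do not carry over to the real libraries. Figures were drawn with matplotlib 3.10.9.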

Results

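Steady-state RNA levels were compared between 4 cKO and 4 control libraries of ventricular tissue at embryonic day 11.5. The comparison asks how the embryonic ventricle's transcriptome differs when cardiomyocytes lack Rps19bp1. The gene encodes a nucleolar protein that binds ribosomal protein S19 and the deacetylase Sirt1. Values are TPM, and between 15336 and 15752 rows per library reached 1 TPM. The depth behind each value is unknown. The 10 most abundant rows took 11.6% to 14.8% of each library. Mitochondrially encoded transcripts made up 14.2% ± 1.39 (SD, n = 4) of TPM in cKO and 11.9% ± 0.350 (SD, n = 4) in control, and the groups did not overlap (exact permutation p = 0.0286). Because TPM is a share of a fixed total, a larger mitochondrial share lowers all other values slightly. The share of globin transcripts did not differ beyond the spread between replicates (0.329% ± 0.106 in cKO against 0.453% ± 0.265 in control, SD, n = 4, exact permutation p = 0.571).

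The labels disagree about tissue and library type, so marker genes were examined in every library. The median TPM of 46 cardiomyocyte genes lay between 325.6 and 361.6 in the 8 libraries. The median TPM of 20 neuronal genes lay between 0.278 and 0.472. Among the neuronal genes, Camk2a (103 to 125 TPM) and Gap43 (27.4 to 43.4 TPM) were the most abundant, while Neurod2 and Neurod6 stood at 0 TPM in every library. The distance between the cardiomyocyte and neuronal medians in every library argues against cultured cortical neurons as the tissue. Among transcripts without a poly(A) tail, Rn7sk lay between 1.77 and 7.94 TPM, Rmrp between 0.387 and 6.598 TPM and Rpph1 between 1.41 and 8.31 TPM, and 59 replication-dependent histone genes summed to between 95.4 and 132 TPM. The ribosomal RNA row Rn18s-rs5 ranged from 1760 to 6349 TPM. The Y-linked gene Ddx3y was present at 24.1 to 27.5 TPM in all 8 libraries, Eif2s3y at 33.3 to 68.4 TPM, Kdm5d at 12.2 to 17.1 TPM and Uty at 9.94 to 12.6 TPM, while Xist lay between 0.0174 and 0.132 TPM.

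Libraries resembled each other closely. Pearson correlations of log2(TPM + 1) over the tested genes ran from 0.990 to 0.993 within cKO, from 0.991 to 0.994 within control and from 0.986 to 0.991 between groups. The first principal component carried 30.9% of the variance and separated the groups, and the second carried 16.1%.

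**Figure D1:**
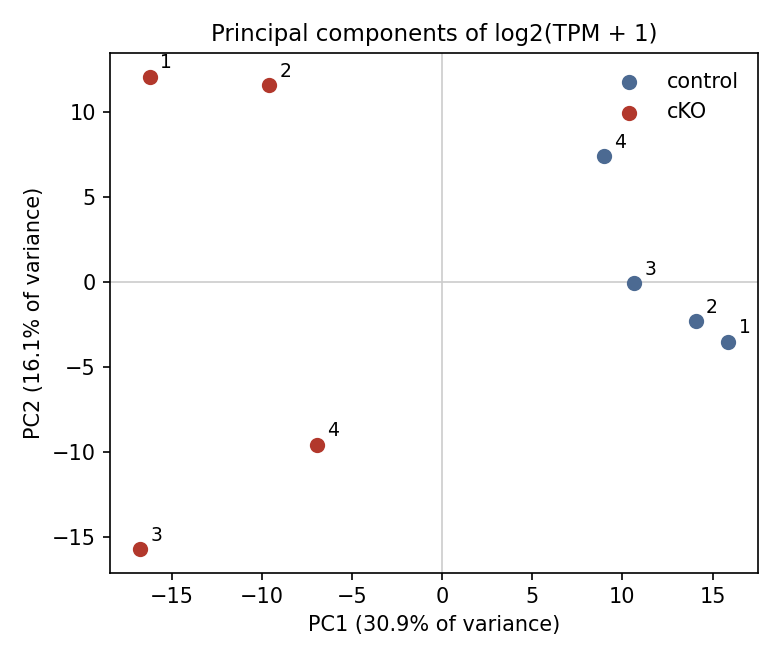
Principal components of log2(TPM + 1) over the tested genes, with the first on the horizontal axis (30.9% of variance) and the second on the vertical axis (16.1%). Each point is a library labelled with its replicate number. The 4 cKO libraries lie between -16.8 and -6.94 on the first component and the 4 control libraries between 8.97 and 15.9, and the cKO libraries are more spread on the second.

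The targeted gene was examined first. Rps19bp1 (chr15:80260614-80264306, minus strand, GRCm38) stood at 14.96 TPM ± 3.14 (SD, n = 4) in cKO and at 39.9 TPM ± 3.93 (SD, n = 4) in control, so cKO libraries held 37.5% of the control level. The cKO libraries 1 to 4 held 15.2, 11.8, 13.7 and 19.2 TPM, and the control libraries 1 to 4 held 40.9, 44.2, 34.7 and 40.05 TPM. The fitted log2 change was -1.37 with a standard error of 0.127 (limma adjusted p = 0.000508), and the groups did not overlap (exact permutation p = 0.0286). A pseudocount of 5 moved this change most, to -1.18. Its neighbours were not past the threshold under the main settings. Atf4 (chr15:80255184-80257545, plus strand) lies 3069 bp away on the side of lower coordinates and had a log2 change of -0.18 (limma adjusted p = 0.118). Over the alternatives the limma adjusted p of Atf4 ranged from 0.037 to 0.266, and it passed under 1 of them. Grap2 (chr15:80572597-80652854), the nearest tested gene on the other side at 308291 bp, had a log2 change of -0.19 (limma adjusted p = 0.470). Sirt1 (log2 change -0.15, adjusted p = 0.137), Rps19 (0.20, adjusted p = 0.176) and Trp53 (0.16, adjusted p = 0.145) were not past the threshold of limma's test either. The groups did not overlap for Sirt1 (exact permutation p = 0.0286), as in 15.6% of all tested genes. They overlapped for Rps19 and Trp53 (exact permutation p = 0.0857 for each). When single libraries were left out, the change ranged from -0.27 to -0.07 for Grap2 and from 0.13 to 0.26 for Rps19. Trp53 passed the threshold under 1 of the alternatives (limma adjusted p = 0.049).

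**Figure D2:**
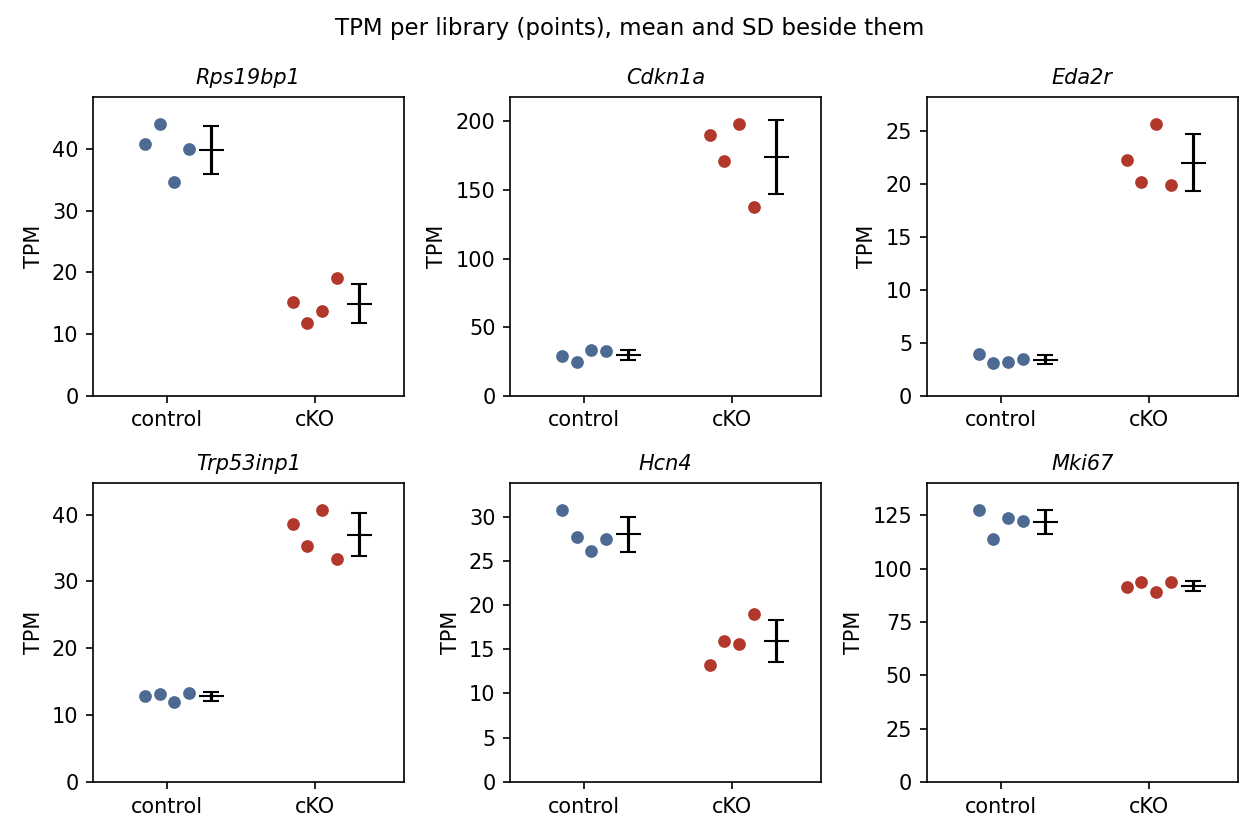
TPM of 6 genes in each control and cKO library, on linear vertical axes that start at 0. Points are libraries, and the bar beside them is the mean with its SD (n = 4). The groups do not overlap in any of the 6 panels, and Rps19bp1 falls from 39.9 to 14.96 TPM while Cdkn1a rises from 29.9 to 174 TPM.

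Across 15541 tested genes, 994 had a limma adjusted p under 0.05, of which 336 were higher and 658 lower in cKO. In 980 of the 994 genes the groups did not overlap. Over all tested genes the groups did not overlap in 15.6%, where chance gives 2.86%. Most changes were small, with a median absolute log2 change of 0.34 among the called genes. Only 28 called genes changed by at least 1 on the log2 scale, 26 of them higher and 2 lower. The median log2 change of all tested genes was -0.02. The balance of directions depended on scaling. Of the calls, 33.8% were higher in cKO on TPM as deposited, 50.2% after quantile normalization (383 higher and 380 lower), 47.8% after median-ratio scaling (383 higher and 419 lower) and 49.9% after rescaling without mitochondrial and globin genes (386 higher and 388 lower). Removing the trend with GC content and length gave 43.9%, with 410 higher and 524 lower. The covariate for Y-linked genes moved the number of calls most, to 337. Every library expressed Y-linked genes with little Xist, so this covariate cannot adjust for sex, and it spends a residual degree of freedom. Single libraries mattered to the number of calls, which was 390, 451, 421 and 588 without control replicates 1 to 4 in turn and 400, 707, 419 and 938 without cKO replicates 1 to 4 in turn.

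The 6 genes with the largest higher change included 4 on the p53 target list, which also held 12 of the 26 genes that rose by at least 1. Cdkn1a (chr17:29090979-29100722) rose from 29.9 ± 3.76 to 174 ± 27.03 TPM (SD, n = 4), a log2 change of 2.50 (SE 0.120, limma adjusted p = 6.53e-06). Eda2r (chrX:97333837-97377234) rose from 3.41 ± 0.415 to 21.99 ± 2.67 TPM (SD, n = 4), a log2 change of 2.38 (SE 0.0973, limma adjusted p = 3.9e-06). Ano3 (chr2:110655201-110950391) rose from 0.533 ± 0.196 to 6.05 ± 1.1 TPM (SD, n = 4), with a log2 change of 2.20. Cox6b2 (chr7:4751792-4753094) rose from 17.4 ± 1.91 to 63.4 ± 11.3 TPM (SD, n = 4), with a log2 change of 1.80. Dglucy (chr12:100779057-100872610) had a log2 change of 1.76 and Pmaip1 (chr18:66458604-66465558) of 1.66. The limma adjusted p of these last 4 genes lay between 4.34e-05 and 0.000905. The symbol Cdkn1a stands on 2 rows of the table, and Eda2r, Ano3 and Dglucy overlap another gene on the opposite strand, so part of their reads could not be assigned with certainty if counting ignored strand.

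After Rps19bp1, the genes with the largest lower change were Mir3062, Sox3, C2cd4b, Rec114 and Hcn4. Sox3 (chrX:60891366-60893430) fell from 19.6 ± 1.54 to 9.75 ± 2.79 TPM (SD, n = 4), a log2 change of -0.98 (SE 0.162, limma adjusted p = 0.01). Hcn4 (chr9:58822949-58863175) fell from 27.99 ± 1.97 to 15.9 ± 2.36 TPM (SD, n = 4), a log2 change of -0.79 (SE 0.0964, limma adjusted p = 0.00279). Values for the other 3 are uncertain because they overlap other genes. Mir3062 (chr11:68990574-68990678, log2 change -1.15) is a microRNA row inside Pfas on the same strand. Rec114 (chr9:58652856-58822706, log2 change -0.81) overlaps Nptn and 2 predicted genes. C2cd4b (chr9:67716224-67760933, log2 change -0.83, limma adjusted p = 0.0323) overlaps 4 rows on the opposite strand and lost its call under 10 of 21 alternatives, where its adjusted p ranged from 0.0123 to 0.121. Mir3062 and Sox3 each lost theirs under 1 of the alternatives.

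**Figure D3:**
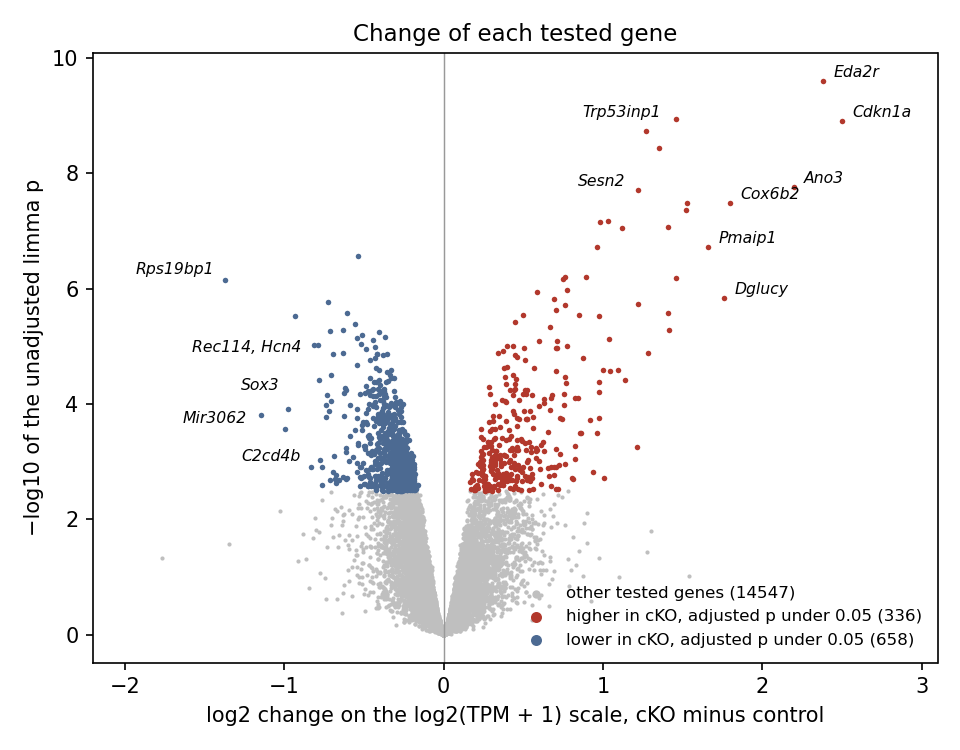
Fitted log2 change on the log2(TPM + 1) scale (horizontal axis, cKO minus control) against −log10 of the unadjusted limma p (vertical axis) for the 15541 tested genes. Coloured points have an adjusted p under 0.05, 336 higher and 658 lower in cKO. The labelled genes are the 6 largest changes in each direction with Trp53inp1 and Sesn2, and the higher calls reach larger changes than the lower ones.

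Gene lists written in advance were then tested. With the preset correlation, camera placed 14 of 18 lists past an adjusted p of 0.05, 7 higher and 7 lower in cKO. Of these, 8 also passed with fry, and the p53 targets alone passed when the inter-gene correlation was estimated from the data, which moved this count most. The preset test was lenient in these libraries. In the 18 splits of the same 8 libraries that put 2 cKO and 2 control libraries on each side, and so carry no difference between the groups, a median of 8 and up to 12 lists passed. The lists that passed with both camera and fry were p53 targets, integrated stress response, epicardial, mesenchymal, G1/S, G2/M, mitochondrially encoded and glycolysis genes. Among the members named from the lists, Rpl39, Noc2l, Lyar, Npr3, Tcf21, Gpm6a, Lcp1, Csf1r, Ung, Clspn, Pfkp and Hk1 overlap other rows, and the symbols Rps28, Erg and Eno1 stand on more than 1 row, so their values are less certain.

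Of 45 tested p53 targets, 39 were higher in cKO, with a median log2 change of 0.57 (camera adjusted p = 2.04e-38, fry adjusted p = 4.29e-05, camera with an estimated correlation adjusted p = 0.0269). Over all genes tested 32 members were called, all of them higher, and 34 when adjusted over the list alone. The 3 members with the smallest p were Eda2r, Trp53inp1 and Cdkn1a, in that order. Trp53inp1 rose from 12.8 ± 0.634 to 37.02 ± 3.27 TPM (SD, n = 4, log2 change 1.46, limma adjusted p = 6.53e-06). Of 37 tested integrated stress response genes, which share 2 genes with the p53 list, 6 were higher and 31 lower, with a median of -0.10 (camera adjusted p = 0.0105, fry adjusted p = 0.0395). There were 5 called members over all genes tested, 1 higher and 4 lower, and 14 when adjusted over the list alone. Sesn2, which is on both lists, rose (log2 change 1.22), while Slc7a5 (-0.44) and Gars (-0.32) fell.

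Lists concerning ribosomes changed little. The median log2 change of 79 cytosolic ribosomal protein genes was 0.03, with 48 higher (camera adjusted p = 0.0373, fry adjusted p = 0.803). Of these, 0 were called over all genes or adjusted over the list alone, and 10 had an unadjusted p under 0.05. The direction of the ribosomal protein list rested on cKO replicate 1, without which the median was -0.01 (camera adjusted p = 0.983). The camera call was also lost without control replicates 2, 3 and 4 (medians 0.01, 0.03 and 0.02) and without cKO replicate 2 (0.02), while the median was 0.06 without cKO replicate 3. The members with the smallest p were Rps28 (log2 change 0.21), Rpl39 (0.15) and Rps29 (0.20), with limma adjusted p between 0.0747 and 0.122, and reads of ribosomal protein genes can be shared with their processed pseudogenes. The median of 59 small-subunit biogenesis factors was -0.08, with 10 higher (camera adjusted p = 0.0133, fry adjusted p = 0.154), and the median of 50 large-subunit biogenesis factors was -0.07, with 8 higher (camera adjusted p = 0.0163, fry adjusted p = 0.152). Each list had 2 called members over all genes, 0 when adjusted over the list alone and 10 with an unadjusted p under 0.05. Both lost their camera call without control replicate 1, with medians of -0.05 and -0.04, and without cKO replicate 3, with medians of -0.06 and -0.05. Both also lost it after quantile normalization (-0.05 and -0.03), with the Y-linked covariate (-0.03 and -0.03) and with a mean TPM of at least 5, and rescaling without mitochondrial and globin genes gave medians of -0.04 and -0.03. The large-subunit list lost its call with the GC and length trend removed as well (-0.05). Among their members, Utp6 (-0.21), Noc2l (-0.19) and Lyar (-0.27) were lower and Rrp36 (0.25) higher with limma adjusted p between 0.0326 and 0.0498, and each of these calls was lost under at least 12 of 21 alternatives. Ngdn (-0.17) and Rpf1 (-0.21) were not past the threshold.

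Cell type lists moved in different directions. The median log2 change of 44 cardiomyocyte genes was -0.03 and turned to 0.00 when values were rescaled without mitochondrial and globin genes (camera adjusted p = 0.639 as deposited). This median was -0.05 without control replicate 1, -0.02 without control replicate 2 and -0.06 without cKO replicate 2. The list had 6 called members over all genes, 2 higher and 4 lower, and 8 when adjusted over the list alone. The median of 15 trabecular genes was -0.25 (camera adjusted p = 0.0975), with 6 called over all genes, 1 higher and 5 lower, and 10 when adjusted over the list alone. It was -0.09 without cKO replicate 1, and without cKO replicate 3 it was -0.30 and past the threshold (adjusted p = 0.0206). With all 8 libraries and no filter on low values the list passed as well (median -0.25, camera adjusted p = 0.0256). The median of 18 epicardial genes was 0.32, with 17 higher (camera adjusted p = 1.69e-08, fry adjusted p = 0.0169), and 6 members were called over all genes and 9 when adjusted over the list alone. Among them Tcf21 (0.52), Tbx18 (0.31) and Gpm6a (0.42) were higher. The median of 24 mesenchymal genes was 0.41, with 22 higher (camera adjusted p = 1.1e-10, fry adjusted p = 0.0395), and 6 members were called over all genes and 14 when adjusted over the list alone. Col3a1 rose from 222 ± 12.98 to 293 ± 12.8 TPM (SD, n = 4, log2 change 0.40, limma adjusted p = 0.00459), Col1a2 had a log2 change of 0.47 and Dcn of 0.52.

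The endocardial and endothelial, macrophage and erythroid lists passed with camera but not with fry. The median of 25 endocardial and endothelial genes was 0.11, with 19 higher (camera adjusted p = 0.00102, fry adjusted p = 0.258). Its members Npr3 (0.25), Tek (0.19) and Erg (0.16) were not past the threshold of limma's test, and 0 members were called over all genes or adjusted over the list alone, with 8 at an unadjusted p under 0.05. The median of 15 macrophage genes was 0.22, with 14 higher (camera adjusted p = 0.00295, fry adjusted p = 0.368), and it was 0.53 without cKO replicate 4. Lcp1 (0.15), Csf1r (0.47) and C1qb (0.57) were the members with the smallest p, and 0 members were called over all genes or adjusted over the list alone, with 2 at an unadjusted p under 0.05. The median of 21 erythroid genes was -0.35, with 1 higher (camera adjusted p = 0.0224, fry adjusted p = 0.382). Control replicate 4 decided that value, and without it the erythroid median was -0.02 (adjusted p = 0.662). It was -0.58 without control replicate 1, and the camera call was also lost without cKO replicate 2 (-0.29) and without cKO replicate 3 (-0.21). Tspan33 (-0.52, limma adjusted p = 0.0454) was the 1 called erythroid gene over all genes, with 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05, and it lost its call under 17 of the alternatives. Rhd (-0.71) and Hemgn (-0.73) were not past the threshold.

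Cell cycle lists were lower in cKO throughout. All 45 tested G1/S genes were lower, with a median log2 change of -0.34 (camera adjusted p = 4.09e-25, fry adjusted p = 0.00494), and 32 were called over all genes and 44 when adjusted over the list alone. All 46 tested G2/M genes were lower, with a median of -0.34 (camera adjusted p = 9.69e-29, fry adjusted p = 0.00494), and 37 were called over all genes and 45 when adjusted over the list alone. With an estimated correlation the adjusted p was 0.184 for each of these lists. Mki67 fell from 122 ± 5.71 to 91.98 ± 2.33 TPM (SD, n = 4, log2 change -0.40, limma adjusted p = 0.00205). Ung (-0.61), Rrm2 (-0.49), Clspn (-0.42), Ccnb2 (-0.43) and Cdca3 (-0.38) fell as well, with limma adjusted p between 0.00128 and 0.00311.

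Among metabolic lists, all 13 mitochondrially encoded genes were higher, with a median log2 change of 0.26 (camera adjusted p = 1.63e-08, fry adjusted p = 0.0169), and 3 were called over all genes and 9 when adjusted over the list alone. These were mt-Nd3 (0.43), mt-Nd4 (0.38) and mt-Nd4l (0.37), of which mt-Nd4 and mt-Nd4l overlap on the same strand. The median of this list was 0.07 after quantile normalization (camera adjusted p = 0.0086, in a range of 4.94e-10 to 0.239 over the alternatives). The calls of mt-Nd4 and mt-Nd4l were lost under 9 and 13 of 20 alternatives, and quantile normalization took mt-Nd4 to 0.06 (limma adjusted p = 0.561, in a range of 0.0144 to 0.561). That method makes the values at each rank equal in all libraries, so it can remove a change of abundant rows that keep their rank. Under median-ratio scaling the list median was 0.29 (camera adjusted p = 9.54e-08). The median of 77 nuclear oxidative phosphorylation genes was -0.02 and turned positive after quantile normalization, median-ratio scaling and rescaling without mitochondrial and globin genes (camera adjusted p = 0.652 as deposited). After quantile normalization it was 0.05 and past the threshold (camera adjusted p = 0.0140, in a range of 0.014 to 0.988 over the alternatives). When single libraries were left out it ranged from -0.04 without control replicate 1 to 0.01 without control replicate 2. The list had 2 called members over all genes and 1 when adjusted over the list alone. Of 19 glycolysis genes, 18 were lower, with a median of -0.21 (camera adjusted p = 9.03e-06, fry adjusted p = 0.0352), and 3 were called over all genes and 15 when adjusted over the list alone. Eno1 (-0.28), Pfkp (-0.35) and Hk1 (-0.31) had limma adjusted p between 0.0219 and 0.0362 and lost their calls under 9, 13 and 13 alternatives. The median of 24 hypoxia response genes was -0.01 (camera adjusted p = 0.857), with 0 members called over all genes or adjusted over the list alone and 4 at an unadjusted p under 0.05, and it turned positive after median-ratio scaling and after rescaling without mitochondrial and globin genes. When single libraries were left out it ranged from -0.09 without control replicate 2 to 0.06 without control replicate 4.

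**Figure D4:**
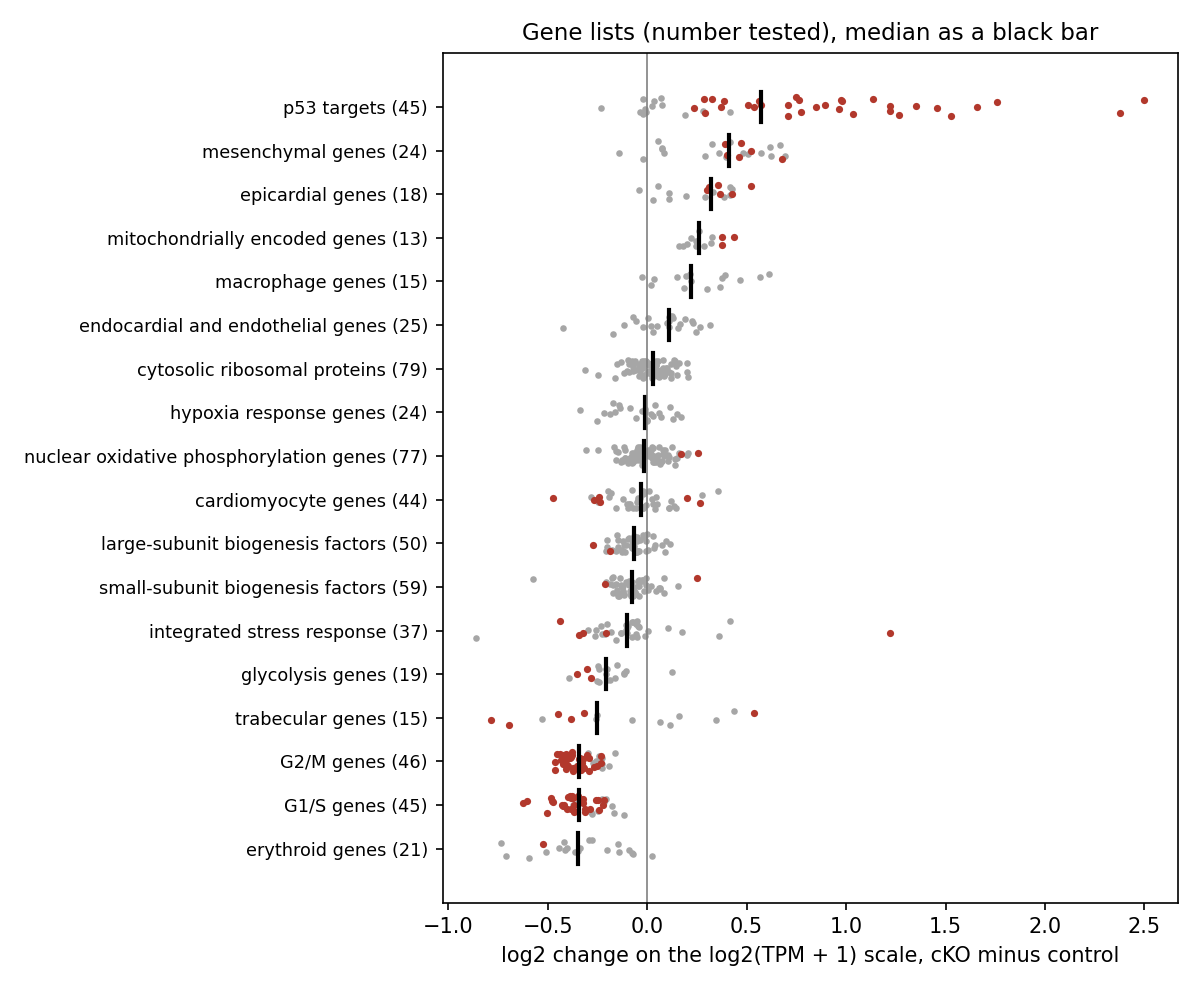
Fitted log2 change on the log2(TPM + 1) scale (horizontal axis, cKO minus control) of each tested member of the 18 gene lists (vertical axis, number tested in brackets), ordered by median. Points are genes, red where the limma adjusted p over all genes was under 0.05, and the black bar is the list's median. The p53 targets reach a median of 0.57 with members up to 2.50, and no member of the G1/S and G2/M lists lies above 0.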

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

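The tests in this part were chosen only after the values had been seen. In 194 groups of 4 libraries, each group for a printed gene, list score or summary value, 12 held a library that lay far from the other 3 relative to the range of its group, where chance alone gives 9.7. The number is therefore close to what chance gives, and only libraries that stood apart on more than 1 related value, or on a value a test could address, were examined further.

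The library cKO 3 stood apart 4 times. Its score was the lowest of the cKO group for G1/S genes (5.04 against 5.24 for the nearest) and for large-subunit biogenesis factors (4.95 against 5.02), its Ccnb2 was the lowest (72.8 against 79.5 TPM) and its mt-Nd4 the highest (8271 against 7106 TPM). All 13 of the 13 mitochondrially encoded genes were highest in cKO 3 among the cKO libraries, where 3.25 would be expected by chance, so the mt-Nd4 value belongs to a higher level of all mitochondrial transcripts in that library. That larger share lowers every other TPM. After rescaling without mitochondrial and globin genes, the gap of cKO 3 on the large-subunit factors fell to 0.634 of the group's range and no longer stood out, which is consistent with the mitochondrial share as its source. On the G1/S score the gap remained at 0.843 of the range, which argues against the mitochondrial share as the whole cause there. A difference in RNA quality or in the stage of that embryo stays open for the G1/S value and was not tested. Ccnb2 was not tested separately.

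The library cKO 4 had the lowest macrophage score of the cKO group (1.95 against 2.70) and the lowest Csf1r (3.70 against 7.11 TPM). The list had 19 genes, of which 15 were tested, and its member Lcp1 stood at 26.5 to 30.1 TPM in the cKO libraries. All 15 of the 15 tested macrophage genes were lowest in cKO 4, where 3.75 would be expected from scatter of single genes, which argues against such scatter. A smaller number of macrophages in that sample, by dissection or by biology, may account for it and was not tested beyond this count.

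The library control 4 stood apart on 3 genes. Hemgn was highest there (11.8 against 5.08 TPM), and all 21 of the 21 tested erythroid genes (of 26 listed) were highest in control 4 among the control libraries, where 5.25 would be expected by chance. This is consistent with more blood cells in that sample, and its globin share was 0.838% against 0.231% to 0.383% in the other controls. Rmrp was highest there too (6.598 against 1.20 TPM). Of 24 tested replication-dependent histone genes, 9 were highest in control 4 where 6 would be expected, a small excess. The other 3 RNAs examined that lack a poly(A) tail were all highest in control 4 among the controls, with Rn7sk at 7.94 against 3.00 TPM for the nearest, Rpph1 at 8.31 against 4.10 TPM and Rn18s-rs5 at 4794 against 3959 TPM. These 3 of 3 are consistent with more RNA without a poly(A) tail in control 4, though few such RNAs could be examined. Among the controls, Rpf1 was lowest in control 4 (43.7 against 48.8 TPM) and was not tested further.

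Among the cKO libraries, the summed TPM of the cardiomyocyte list was highest in cKO 2 (68337 against 65124). Of its 44 tested genes, 23 were highest in cKO 2 among the cKO libraries, where 11 would be expected, which argues against a few abundant genes as the whole cause. The remaining values were Rpl39 in control 3 (586 against 562 TPM), a gap of a few percent, and Xist in control 1 (0.0174 against 0.0502 TPM), where all 8 values were near 0. No explanation was tested for either. The labels give no difference within a group, so no biological explanation for a single library could be tested against them.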

How the results depend on the processing

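The change of Rps19bp1 kept its direction and its side of the threshold under all 21 alternatives, between -1.49 and -1.18 on the log2 scale, with limma adjusted p from 0.000156 to 0.0108. Its direction could not change under the low-value filters, eBayes without a trend or the replicate block, which leave the fitted value as it was. The number of genes past the threshold was less stable. Against 994 genes (336 higher, 658 lower), there were 347 (140 higher, 207 lower) with no filter on low values, where 32491 rows were tested in place of 15541, 609 (371 lower) with eBayes without a trend, 337 (140 higher, 197 lower) with the Y-linked score as a covariate and 603 (360 lower) with the erythroid score as a covariate. The number of lower genes was 380 after quantile normalization, 419 after median-ratio scaling and 388 when rescaled without mitochondrial and globin genes, which raises all other cKO values relative to control by construction. The Y-linked and erythroid covariates each spend a residual degree of freedom, and the Y-linked score cannot adjust for sex where every library appears male. For the other settings the cause was not tested. Genes shared with the 994 numbered 309 with no filter, 685 after quantile normalization, 752 after median-ratio scaling, 325 with the Y-linked covariate and 816 with the GC and length trend removed, an alternative chosen after seeing the data, and every shared gene had the same direction. The 28 genes that also changed by at least 1 became 62 with a pseudocount of 0.1, 10 with a pseudocount of 5 and 14 with a mean TPM of at least 5, as the pseudocount and the filter act on genes with low values. Gene lists past the threshold fell from 14 to 8 with fry, for which the cause was not tested, and to 1 when camera estimated the correlation, which reached 0.857 for the erythroid list against the preset 0.01.

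The samples share replicate numbers, but the numbers did not pair them. Deviations from the group means correlated at -0.0107, 0.0674, 0.0576 and -0.0891 for numbers 1 to 4. With the replicate block, which spends 3 of the residual degrees of freedom, 420 genes were called, 179 higher and 241 lower.

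Across the 8 fits that each left out 1 library, the calls ranged from 390 to 938, the higher genes from 152 to 341, the lower genes from 229 to 597, the genes that changed by at least 1 from 26 to 38 and the lists from 12 to 14. Fewer samples leave less power, but the sample number was the same in all 8 fits and so does not account for this spread. Some counts also exceeded those from all 8 libraries. Higher genes reached 341 against 336, without cKO replicate 4, and genes that changed by at least 1 reached 38 against 28, without cKO replicate 2.

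Medians of lists changed direction in 14 of 413 comparisons, each for a list whose median lay near 0 or, for the erythroid list, when its own score was the covariate (0.047). The cardiomyocyte median was 0.0039 when rescaled without mitochondrial and globin genes. The nuclear oxidative phosphorylation median was 0.0498 after quantile normalization, where the list passed the threshold (camera adjusted p = 0.0140, in a range of 0.014 to 0.988 over its alternatives), 0.0087 after median-ratio scaling, 0.017 when rescaled without mitochondrial and globin genes and 0.017 with the erythroid covariate, and it ranged from -0.039 to 0.011 when single libraries were left out. The hypoxia median was 0.016 after median-ratio scaling, 0.024 when rescaled without mitochondrial and globin genes, 0.083 with the erythroid covariate and 0.015 with the GC and length trend removed, and from -0.093 to 0.058 when single libraries were left out. The ribosomal protein median ranged from -0.010 to 0.061 in those fits. The cause was not tested. Of the remaining comparisons of lists, 357 kept direction and side of the threshold, 40 lost their call and 2 gained one. Beside these, the oxidative phosphorylation list gained one as its median turned positive. Camera's own direction for that list was already up on TPM as deposited. Quantile normalization also took the median of the mitochondrially encoded list from 0.26 to 0.07 without loss of its call. It can do so by construction on abundant rows that keep their rank. For the 56 named genes other than Rps19bp1, 1001 of 1166 comparisons kept both, 152 lost the call, 13 gained one and 0 changed direction. The low-value filters, eBayes without a trend and the replicate block leave each gene's fitted change as it was, so direction was fixed in advance there. List medians were likewise fixed under eBayes without a trend, the replicate block, fry and the estimated correlation. Depth is unknown, so its effect on genes with low values could not be assessed.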

Other observations

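Tests on the chromosome 14 segment's scaling, on the mesenchymal against the erythroid score, on the epicardial and endothelial lists and on sex-linked genes were chosen only after the result was seen, and the segment itself was noticed in these data.

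Other splits of the libraries were used to judge the counts. Of the 35 splits of the 8 libraries into groups of 4, only the real one (1 of 35) gave as many as 994 genes with an adjusted p under 0.05, and among the other 34 splits the count was at most 1 with a median of 0. Likewise 1 of 35 splits gave 28 genes that also changed by at least 1, 1 of 35 gave as many as 336 genes in one direction and 1 of 35 as many as 658. Every other split mixes cKO and control libraries on each side. The real difference then adds to the residual spread and lowers the number of calls. These gene counts therefore do not show how many genes would be called by chance alone. The count of gene lists behaved differently, since 2 of 35 splits gave at least 14 lists. Of the other 34 splits, 16 keep 3 libraries of a real group together and so carry part of the real difference, and the 1 split that exceeded the real count, with 15 lists, was among these. The remaining 18 splits, with 2 libraries of each group on each side, gave between 2 and 12 lists. The count of lists therefore exceeds those of the splits without a group difference, but by little. No other split reached the real absolute median for 8 lists, at 1 of 35 each for p53 targets, small-subunit biogenesis factors, trabecular, epicardial, mesenchymal, G1/S, G2/M and mitochondrially encoded genes. The mean score ranked some lists otherwise. Its exact permutation p was 0.0857 for the small-subunit factors and 0.114 for the trabecular genes, so other splits reached their difference in mean score, while it was 0.0286 for the other 6 of these lists and also for the integrated stress response and the large-subunit factors. For the other 10 lists a median as large came from 2 of 35 splits (glycolysis), 3 (integrated stress response), 4 (endocardial and endothelial), 5 (large-subunit biogenesis factors), 12 (cardiomyocyte), 13 (erythroid), 14 (macrophage), 20 (cytosolic ribosomal proteins), 20 (nuclear oxidative phosphorylation) and 32 (hypoxia response).

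A group of predicted genes at the start of chromosome 14 (chr14:3049285-7658936, GRCm38) was lower in cKO. The segment holds 163 rows with Gm, LOC, Rik or pseudogene symbols, of which 45 were tested, 44 of these had a log2 change below 0 and 17 were called, all lower. Their median log2 change was -0.42. These rows were picked by symbol and position and taken to be near-identical copies, so single members are uncertain. Reads moving between copies of equal length within the segment would leave the sum unchanged. The summed TPM was 144 ± 12.2 (SD, n = 4) in cKO and 219 ± 9.75 (SD, n = 4) in control, so cKO held 65.9% of control. The groups did not overlap (exact permutation p = 0.0286, the smallest possible here, on a segment picked for its change). This argues against such moves only. Moves between copies of unequal length or out of the segment stay open, as the counting of reads with several matches is unknown. Scaling between libraries does not account for the lower level, since the median was -0.40 under median-ratio scaling. A strain difference in copy number between the embryos' parents stays open. If such a segment reached further, calls should be frequent in the next stretch at 8 to 18 Mb, where 1 of 25 tested genes was called (4% against 6.31% elsewhere, one-sided Fisher exact p = 0.804), but 25 genes are too few to exclude it, and a copy-number difference restricted to the family would leave no trace there. A response of the family to the loss of Rps19bp1 may equally be involved, and these cannot be told apart because genotype and group coincide.

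Calls were not concentrated around the targeted locus. Within 5 Mb of Rps19bp1, and leaving that gene out, 14 of 191 tested genes were called (7.33%), against 6.38% elsewhere (one-sided Fisher exact p = 0.337). This gives no sign of a passenger segment or of an effect of the floxed allele on many neighbours, although an effect on a few genes could remain.

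The rise of the mesenchymal and epicardial lists might reflect a lower share of cardiomyocytes in the cKO tissue. Such a shift would raise the markers of every other cell type alike. The mesenchymal score rose relative to the erythroid score by 0.71 on the log2 scale (exact permutation p = 0.0286), and the epicardial score rose relative to the endothelial score by 0.20 (exact permutation p = 0.0286), each the smallest p possible, which argues against a lower share of cardiomyocytes as the whole cause. The evidence is not uniform, because the comparison planned first, of the mesenchymal score relative to the endothelial score (0.30), gave an exact permutation p of 0.0571, and erythroid genes also follow how much blood was left in a sample, highest in control 4. For the smaller rise of the endothelial and macrophage lists neither the endothelial score (exact permutation p = 0.314) nor the macrophage score (exact permutation p = 0.286) differed beyond the spread, so the share of cardiomyocytes and chance cannot be told apart there. A trend with GC content and length is not the source of the mesenchymal rise, since its median was 0.42 with that trend removed. A change within mesenchymal and epicardial cells, or in their number, remains a hypothesis.

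The lower G1/S and G2/M lists were set against 3 technical explanations. The G2/M median was -0.33 with the erythroid score as a covariate, -0.32 with the trend with GC content and length removed and -0.31 under median-ratio scaling, against -0.34 as deposited, which argues against fewer erythroid cells, that trend or scaling as the whole cause. The fall of these lists beside the rise of p53 targets, among them the cell cycle inhibitor Cdkn1a, is consistent with slower cycling or with fewer cycling cells in cKO ventricles. Which cells are concerned was not tested, and tissue-level TPM cannot separate a change within cells from a change in their proportions.

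All 8 libraries appear to come from male embryos, although the labels give no sex. If each library came from an embryo drawn at random, the chance that 8 are of one sex is 0.00781, so random draws are unlikely. Loss of Xist reads from female libraries is excluded by Ddx3y, whose lowest value was 24.1 TPM. Selection of male embryos by genotyping would give this pattern and was not tested. With no female library, no difference between sexes could be examined.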
